A study of Homo sapiens with 12 samples. Its data were reported in "BRG1 HSA domain interactions with BCL7 proteins are critical for remodeling and gene expression" (2023).

How the data were processed

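Total RNA depleted of ribosomal RNA was sequenced in stranded libraries from 12 samples of SW-13 cells, 3 in each of 4 groups, which were taken from the sample titles. According to the study's methods, the authors trimmed and filtered the reads, aligned them with STAR to the hg19 genome and counted genes with Salmon. The values the authors deposited are expected counts per gene symbol, not whole numbers, with no normalization between libraries; 0.505% of the nonzero values were whole. The version of the gene annotation and any scaling by transcript length are not stated, so a change in transcript usage could enter the counts. Estimated counts divide reads between near-identical genes and can move from one to another between libraries, so such genes are given as uncertain. Each of the 12 columns was matched to a sample by its title, and no column was left unused. Of the 59070 symbols, 20960 had no count in any library.

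Counts entered limma-voom (limma 3.58.1, edgeR 4.0.16, R 4.3.3) unrounded, after TMM normalization, for the 18061 genes that passed filterByExpr by group. The lowest share of a library's counts that these genes held was 99.9%. One model over all 12 libraries gave 4 contrasts: Dox against Cont in iBRG1, the same in iHSA, the difference of these Dox effects, and iHSA Cont against iBRG1 Cont. The test and thresholds follow the study's methods: Benjamini-Hochberg adjusted p under 0.05 and a fold change over 1.5. CPM are TMM-normalized. Depth was 19741000 to 66375700 counts per library. A floor of 3 counts, the upper limit that a count of 0 allows, equalled 0.0443 CPM in the deepest library and 0.155 CPM in the shallowest; it covers counting error only. Folds against a group at or under the floor are lower bounds.

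Tests were tried on simulated negative binomial counts for 17470 genes, drawn with the means, library sizes and dispersions of the data and with 200 genes changed 2-fold or 4-fold. limma-voom recovered 188 of the 200 with 1 false call, edgeR 189 with 2 and DESeq2 191 with 5. Of 100 unchanged lists, camera called 0 at an unadjusted p under 0.05. The simulated genes were drawn independently of each other, and far fewer changed than in the data. This result therefore says nothing about lists of correlated genes. For proliferation genes in iBRG1 the estimated correlation was 0.30.

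The first 10 gene lists and the rule for naming genes were written before the data were examined. The genes named are SMARCA4, SMARCA2, BCL7A, BCL7B and BCL7C, the 9 qRT-PCR targets, the 5 highest and 5 lowest DEGs of each Dox comparison and the 3 highest and 3 lowest of the difference, among DEGs with a mean of at least 5 CPM and no overlap between the compared libraries, and from each gene list the member with the largest change in iBRG1. A gene that this rule chose is not reported here. For the difference, overlap was judged on each Dox library minus the mean of its Cont libraries. Gene lists were tested with camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over 30 tests. Gene lists shared a few members: MMP1, MMP3 and MMP10 were also SASP factors, GDF15 was in the SASP and p53 lists, and CDKN1A was in the p53 list and a qRT-PCR target. The lists were the study's qRT-PCR targets, collagens, laminins and integrins, MMP and ADAMTS proteases, serpins, SASP factors, proliferation genes, p53 target genes, replication-dependent histones and SWI/SNF subunits without SMARCA4. Lists of ATF4 targets, mitochondrial mRNAs, interferon-stimulated genes and chaperones were added after seeing the data and adjusted over their own tests. Coordinates and exon overlaps are from GENCODE on GRCh37, the build that hg19 names; clone-based symbols such as AC034102.2 had no match there.

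The alternatives were DESeq2 size factors, library size alone and upper-quartile scaling; genes with at least 1 count or a mean of at least 1 CPM; the edgeR quasi-likelihood test and the DESeq2 Wald test (DESeq2 1.42.0), both on rounded counts; sample quality weights; stricter thresholds (adjusted p under 0.01 and fold over 2, or limma's treat test); a fit of the compared groups only; a replicate block; and leaving out each of the 12 libraries. Chosen after seeing the data were thinning every library (rounded counts) to the smallest total, the DESeq2 and upper-quartile scalings for gene lists, and removing each library's loess trend on GC content and gene length (span 0.3), fitted robustly or by least squares. Of the tested genes, 87.0% had a GC content and length.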

Results

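RNA-seq libraries were made from SW-13 cells, an established human adrenocortical carcinoma line, in which doxycycline (Dox) switches on a stably inserted BRG1 construct. BRG1, encoded by SMARCA4, is an ATPase of the SWI/SNF chromatin remodeling complexes. The iBRG1 line carries the wild-type protein, and the iHSA line (the study's i∆HSA) carries BRG1 without its HSA domain, a segment that binds other subunits of the complex. The lines were individual clones, grown with vehicle (Cont) or with Dox, and each of the 4 groups had 3 libraries, lettered A, B and C. The deposited table gave estimated counts for 59070 gene symbols. Library totals ran from 19741000 counts in iHSA Cont A to 66375700 in iBRG1 Dox B, and 18061 genes had enough counts to be tested. The series title calls the experiment long term, whereas the sample labels give 14 days of Dox for iBRG1 Dox A and 24 hours for the other 5 Dox libraries. Replicates of a group differed by more than counting noise, with a chi-square per degree of freedom of 4.22 to 9.35 over the 12 pairs, so none was a repeat deposit of another.

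The first principal component of the log2 CPM held 62.2% of the variance and the second held 12.5%. The iBRG1 Dox libraries A, B and C lay at 156.6, 155.6 and 157.1 on the first component, and the other 9 libraries lay below 0. The library with the 14-day label therefore lay with its 24-hour neighbours.

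SMARCA4 (chromosome 19, 11071608 to 11190102 on the plus strand, GRCh37, a protein-coding gene) was examined first because the construct carries its coding sequence. In iBRG1 it rose from 29.1 ± 1.91 CPM (SD, n = 3) without Dox to 3237 ± 123 CPM (SD, n = 3) with Dox. The log2 fold change was 6.81 ± 0.08 (SE), with a limma-voom adjusted p of 8.06e-15. In iHSA it rose from 47.4 ± 5.02 CPM (SD, n = 3) to 75.7 ± 3.61 CPM (SD, n = 3), a log2 fold change of 0.69 ± 0.09 (SE) with a limma-voom adjusted p of 0.000104. The difference of the 2 Dox effects was 6.12 ± 0.12 (SE) on the log2 scale, with a limma-voom adjusted p of 5.39e-12. All 3 Dox libraries exceeded all 3 Cont libraries in each line. Counted SMARCA4 RNA under Dox was 42.7-fold higher in iBRG1 than in iHSA. A comparison between the lines is therefore between clones that differ in counted SMARCA4 RNA as well as in the HSA domain. The iHSA result lost its call under both stricter thresholds and when all genes with at least 1 count were tested, where the log2 fold change was 0.68 with a limma-voom adjusted p of 0.962. Over all alternatives the adjusted p ran from 1.38e-24 with DESeq2 to 1.00 with limma's treat test. Here and below, treat asks whether a change exceeds 1.5-fold, whereas the other tests ask whether it differs from 0. A high treat value is therefore no evidence that a change is absent.

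**Figure D1:**
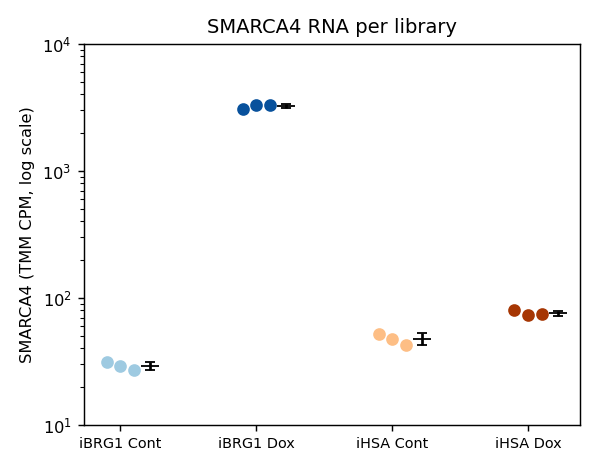
SMARCA4 RNA in each of the 12 libraries, as TMM-normalized CPM on a log axis; points are libraries, and the bar beside them is the mean ± SD (n = 3). The iBRG1 Dox mean is 3237 CPM, and the iHSA Dox mean is 75.7 CPM.

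The next question was how many genes changed on induction in each line. A gene was called differentially expressed (a DEG) at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 1.5 in either direction. In iBRG1, 6050 of the 18061 genes were DEGs, 3765 higher and 2285 lower with Dox. In iHSA, 1194 were DEGs, 921 higher and 273 lower. The threshold moved these counts most: at an adjusted p under 0.01 and a fold over 2 there were 2931 DEGs in iBRG1 and 391 in iHSA, and limma's treat test against a fold of 1.5 called 198 in iHSA. The median log2 fold change of all tested genes was 0.02 in iBRG1 and 0.00 in iHSA. Among iBRG1 calls above 2-fold, 2552 were higher and 645 lower; above 8-fold, 978 were higher and 23 lower. Of the 978, 479 had 3 counts or fewer in every iBRG1 Cont library, so the size of their change is known only as a lower bound.

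**Figure D2:**
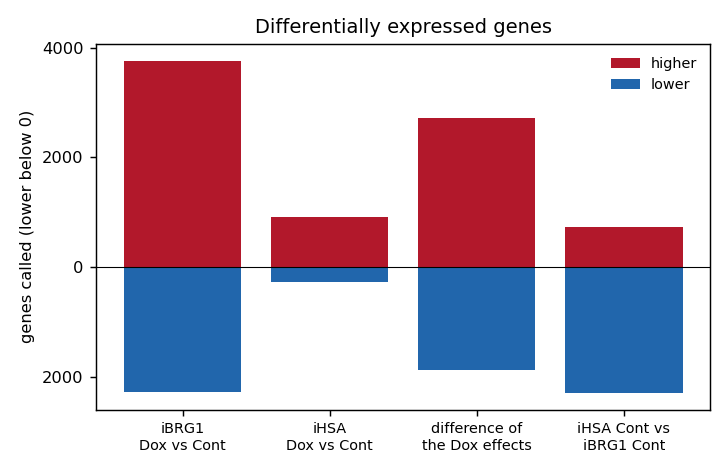
Number of DEGs per comparison, with higher genes above 0 and lower genes below 0, out of 18061 tested genes. iBRG1 had 6050 calls on Dox and iHSA had 1194.

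Among DEGs with a mean of at least 5 CPM and no overlap between the compared libraries, the highest iBRG1 changes included genes almost without counts in iBRG1 Cont. No overlap arises by chance for 10% of genes in 3 libraries against 3. TNFSF18 (chromosome 1, 173008342 to 173020081) had 0 counts in all 3 Cont libraries and 78.4 ± 6.16 CPM (SD, n = 3) with Dox, at least 702-fold higher. NUPR1 (chromosome 16, 28544029 to 28550329) reached 159.8 ± 18.9 CPM (SD, n = 3), at least 1432-fold higher. DKK3 was at least 628-fold higher, and 47.5% of its exonic bases overlap USP47. DEFB103B was at least 384-fold higher, but 61.3% of the 31-base words of its transcript also occur in DEFB103A, so its level is uncertain. NUPR1 shared 27.9% of its 31-base words with other genes.

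The lowest iBRG1 changes included EGR3 (chromosome 8, 22545172 to 22550993), which went from 25.3 ± 3.30 CPM to 3.67 ± 0.129 CPM (SD, n = 3), a log2 fold change of -2.77 ± 0.14 (SE). NRG4 and the long noncoding RNA MRPS30-DT changed by -2.22 ± 0.13 and -2.17 ± 0.20 (SE) on the log2 scale, and 38.2% of the exonic bases of NRG4 overlap FBXO22. ZACN and AC034102.2 also ranked among the lowest, at -3.67 and -2.91 with limma-voom. The sizes depended on the test: edgeR gave -1.57 and -1.54, and DESeq2 gave -1.44 and -1.56. Their iBRG1 Dox libraries spread widely, from 0.205 to 12.2 CPM for ZACN and from 0 to 4.41 CPM for AC034102.2. ZACN overlaps EXOC7 over 61.6% of its exonic bases and was not called by edgeR (adjusted p 0.0588) or DESeq2 (adjusted p 0.160), and over its alternatives the adjusted p ran from 0.000132 to 0.160. AC034102.2 had an adjusted p of 0.0488, which ran from 0.0360 to 0.240 over its alternatives. It was not called by edgeR or DESeq2, and 9 of the 12 fits that each left out 1 library lost its call. Without iBRG1 Dox replicate A its log2 fold change was -1.20 (limma-voom adjusted p 0.0736).

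In iHSA the highest changes were TIMP3, MYOF, LONRF2, SRPX2 and GAGE2C. TIMP3 (chromosome 22, 33197691 to 33259028) reached 4.27 ± 0.144 CPM (SD, n = 3), at least 35.1-fold higher, and the difference of its Dox effects was not called (limma-voom adjusted p 0.354). MYOF (chromosome 10, 95066186 to 95242091) rose from 0.772 ± 0.0802 to 66.2 ± 0.601 CPM (SD, n = 3), a log2 fold change of 6.38 ± 0.29 (SE). LONRF2 rose by a log2 fold change of 6.22 ± 0.47 (SE), against 5.41 ± 0.44 (SE) in iBRG1, and the difference of the Dox effects had a limma-voom adjusted p of 0.324. SRPX2 was at least 17.5-fold higher, and 52.0% of its exonic bases overlap other annotated genes. GAGE2C changed by 5.51 ± 0.90 (SE) on the log2 scale, but 100% of its 31-base words occur in other GAGE genes and its level is uncertain. Among the lowest, HMOX1 (chromosome 22, 35776354 to 35790207) went from 116.6 ± 24.6 to 33.2 ± 4.06 CPM (SD, n = 3), a log2 fold change of -1.82 ± 0.14 (SE), and iBRG1 Cont had 16.6 ± 0.642 CPM (SD, n = 3). ADGRB1 and DPYSL5 changed by -1.48 ± 0.10 and -1.48 ± 0.22 (SE). AC008894.2 and CBSL were also among the lowest. AC008894.2 had a limma-voom adjusted p of 0.0351 and was not called by edgeR (adjusted p 0.112) or DESeq2 (adjusted p 0.368). It also lost its call without iHSA Dox replicate B (limma-voom adjusted p 0.0626) or any 1 of the iHSA Cont replicates A, B and C (0.0575, 0.0650 and 0.0535). Its adjusted p ran from 0.0163 to 0.533 over its alternatives. CBSL shares its sequence with CBS, and its counts are uncertain.

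Whether the Dox effect differed between the lines was tested directly. The difference of the Dox effects passed both thresholds for 4600 genes, 2727 with the higher effect in iBRG1 and 1873 with the lower. The highest differences were ARHGAP29, TNFSF18 and SP100. ARHGAP29 (chromosome 1, 94614544 to 94740624) reached 277.9 ± 7.74 CPM (SD, n = 3) in iBRG1 Dox and 0.102 ± 0.115 CPM (SD, n = 3) in iHSA Dox. SP100 reached 69.1 ± 5.28 CPM (SD, n = 3) in iBRG1 Dox and had 3 counts or fewer in every iHSA Dox library. TNFSF18 had 0 counts in the 3 iHSA Dox libraries. The edgeR test of its difference gave an adjusted p of 1.00 and the DESeq2 test 2.73e-10, the extremes of its alternatives. The lowest differences were GAGE2C, AC119673.1 and PI15. PI15 (chromosome 8, 75736769 to 75767264) went from 446.2 ± 24.5 to 212.7 ± 37.7 CPM (SD, n = 3) in iBRG1 and from 2.77 ± 0.299 to 38.6 ± 2.46 CPM (SD, n = 3) in iHSA, a difference of -4.88 ± 0.43 (SE) on the log2 scale. AC119673.1 was not called by edgeR (adjusted p 0.127) or DESeq2 (adjusted p 0.447), nor without iBRG1 Dox replicate A (limma-voom adjusted p 0.0626) or C (0.0721), and over its alternatives the adjusted p ran from 0.00220 to 0.447.

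DEGs of the 2 lines overlapped. Both lines called 533 genes higher and 83 lower, against 192 and 34.5 expected for independent lists of these sizes (Fisher's exact test, two-sided, p = 2.00e-141 and 8.74e-15). The 616 shared genes made up 51.6% of the iHSA DEGs. A further 125 genes were DEGs in both lines in opposite directions, for which no expected number was worked out. Over the 3765 genes higher in iBRG1, the median iHSA log2 fold change was 0.23 ± 0.03 (SD, n = 3 Dox libraries), against 1.40 ± 0.02 (SD, n = 3) in iBRG1 itself, where they were chosen. With genes at or under 3 counts set to their bound the iHSA median was 0.14. Over the 921 genes higher in iHSA, the median was 1.12 in iHSA, where they were chosen, and 0.90 in iBRG1. Across the 14200 genes with a mean of at least 1 CPM, the 2 log2 fold changes had a Pearson r of 0.386; genes are not independent replicates.

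**Figure D3:**
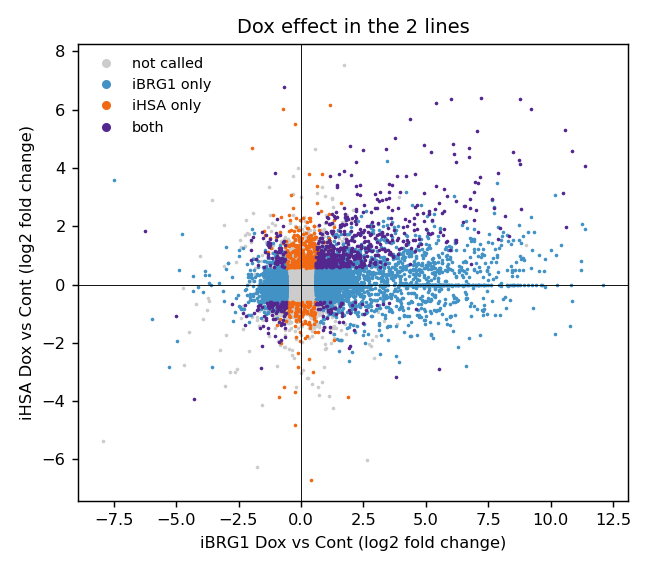
Log2 fold change on Dox in iBRG1 (x axis) and iHSA (y axis) for the 18061 tested genes, coloured by the line in which each is a DEG. Of the DEGs, 616 are shared in the same direction and 125 in opposite directions; the row of points at 0 on the y axis holds genes with almost no counts in iHSA.

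The uninduced clones also differed. Between iHSA Cont and iBRG1 Cont 3023 genes were DEGs, 726 higher and 2297 lower in iHSA. Scaling by library size alone changed the split to 545 higher and 2610 lower. SMARCA4 was higher in iHSA Cont, with a log2 difference of 0.69 ± 0.11 (SE) and a limma-voom adjusted p of 0.000133.

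Of the other ATPase and the BCL7 subunits, SMARCA2 rose in iBRG1 from 0.276 ± 0.310 to 1.90 ± 0.532 CPM (SD, n = 3), a log2 fold change of 3.28 ± 0.63 (SE). In iHSA its change of -0.60 ± 1.03 (SE) was within error, and edgeR, DESeq2 and the fit without iHSA Dox replicate A (0.30) gave the opposite sign. The difference for SMARCA2 was 3.89 ± 1.21 (SE), with a limma-voom adjusted p of 0.0176. It was not called by edgeR (2.69, adjusted p 0.0979) or DESeq2 (2.64, adjusted p 0.0799), under either stricter threshold, or without iHSA Cont replicate C (limma-voom adjusted p 0.0552) or iHSA Dox replicate A (0.0509), and over its alternatives the adjusted p ran from 0.00756 to 0.0979. BCL7A changed in iBRG1 by -0.58 ± 0.05 (SE), just short of the 1.5-fold threshold, with a limma-voom adjusted p of 5.58e-07. It passed the threshold under upper-quartile scaling, at -0.59, and without iBRG1 Cont replicate C (-0.59) or iBRG1 Dox replicate A (-0.62). It also passed with the GC and length trend removed robustly, at -0.72, or by least squares, at -1.19. In iHSA it changed by 0.13 ± 0.05 (SE), and the difference of the Dox effects was called at -0.71 ± 0.08 (SE), with a limma-voom adjusted p of 5.36e-06 that ran from 9.36e-15 with DESeq2 to 0.318 with the treat test. It was not called under either stricter threshold. BCL7B and BCL7C changed by -0.21 and -0.19 in iBRG1 and by -0.28 and 0.23 in iHSA, none past the fold threshold. The difference for BCL7C was called only under the least-squares trend, at -0.59 (limma-voom adjusted p 5.19e-05). That trend moved the median log2 change of all genes to -0.32 in iBRG1 and -0.30 for the difference. The BCL7A and BCL7C values under it include this shift.

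The 9 genes measured by qRT-PCR as targets in the study were CRYAB, SPARC, CSF1, MYOF, SRPX2, SNCG, ITIH3, CD44 and CDKN1A. All 9 were DEGs in iBRG1, over all genes and adjusted over the list alone, with log2 fold changes from 3.52 at CDKN1A to 9.21 at SRPX2 for the 8 whose Cont libraries were not all at or under 3 counts. The study picked at least part of this list from its own RNA-seq, so these counts are not taken as independent evidence. In iHSA 5 of the 9 were DEGs over all genes (SPARC, MYOF, SRPX2, CD44 and CDKN1A) and 6 when adjusted over the list alone. CD44 was at least 242-fold higher in iBRG1 and at least 2.80-fold higher in iHSA, where its mean was 0.341 CPM. Its iHSA call was lost in 4 of the 12 fits that each left out 1 library. These were without iHSA Cont A or C (limma-voom adjusted p 0.105 and 0.149) or iHSA Dox B or C (0.0666 and 0.0977). The call was also lost with every library thinned to the smallest total (limma-voom adjusted p 0.0632). It was lost under both stricter thresholds too (limma-voom adjusted p 0.0302, treat adjusted p 0.519). CRYAB rose from 0.723 ± 0.102 to 403.0 ± 58.3 CPM (SD, n = 3) in iBRG1 and from 0.547 ± 0.175 to 1.90 ± 0.304 CPM (SD, n = 3) in iHSA. The iHSA change had a limma-voom adjusted p of 0.130, and over its alternatives this ran from 1.59e-08 with DESeq2 to 1.00 with the treat test, with 0.0174 and 0.0152 without iBRG1 Dox replicate B or C. It was also called by edgeR (0.00231), in the fit of the compared groups (0.00234) and with the replicate block (0.00171). CSF1 had a limma-voom adjusted p of 0.0859 in iHSA, from 0.000297 with DESeq2 to 1.00 with the treat test, and 0.0299 and 0.00969 without iBRG1 Dox replicate A or B. It too was called by edgeR (0.00254), in the fit of the compared groups (0.00867) and with the replicate block (0.00187). The difference of the Dox effects was called for 8 of the 9, over all genes and adjusted over the list alone, with SRPX2 the exception at a limma-voom adjusted p of 0.122. SPARC (0.0200) lost its call without iHSA Cont replicate A (0.0761) or C (0.104). ITIH3 was at or under 3 counts in every iHSA library, so no change was detectable there at this depth.

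The 10 gene lists were then tested with camera over 3 contrasts, 30 tests in all. At an adjusted p under 0.05, 22 passed. All 22 held with fry, and 14 held with the correlation estimated per list. Unlike camera, fry does not set a list against the other genes, and it passed 29 of the 30, all but the difference for histones. The study's targets had a median log2 fold change of 7.15 ± 0.25 in iBRG1 and 1.81 ± 0.38 in iHSA (SD, n = 3). Both passed with camera at the preset correlation. With camera and the correlation estimated per list, the iHSA targets did not pass (adjusted p 0.0713). Nor did iHSA collagens (0.0560), MMP and ADAMTS proteases (0.0764) or SWI/SNF subunits (0.0922). In iBRG1 the MMP and ADAMTS proteases (0.0720) and histones (0.138) did not pass that way. In iBRG1 the list of senescence-associated secretory phenotype (SASP) factors rose, with 18 of 22 genes called higher and a median log2 fold change of 3.05 ± 0.27 (SD, n = 3), or 2.78 with genes at the floor set to their bound. Laminins and integrins had a median of 2.75 ± 0.09, serpins 2.18 ± 0.01, collagens 1.51 ± 0.14, and MMP and ADAMTS proteases 0.85 ± 0.10 (SD, n = 3). Proliferation genes were lower, with 35 of 37 called and a median of -0.92 ± 0.08 (SD, n = 3). Replication-dependent histones had a median of 0.50 in iBRG1 and 0.67 in iHSA. The other SWI/SNF subunits had a median of -0.31 in iBRG1 and -0.13 in iHSA. The p53 target genes had a median of 0.30 in iBRG1 and 0.09 in iHSA, and the list did not pass with camera (adjusted p 0.351 and 0.169) but did with fry (adjusted p 1.54e-05 and 0.00378), with 9 genes called higher and 4 lower of 24 in iBRG1. In iHSA the median was 0.53 ± 0.19 for SASP factors, 0.64 ± 0.15 for collagens, 0.44 ± 0.08 for the proteases, 0.14 ± 0.12 for laminins and integrins, 0.13 ± 0.13 for serpins and -0.24 ± 0.01 for proliferation genes (SD, n = 3). Of these, laminins and integrins and serpins did not pass with camera (adjusted p 0.169 and 0.0712) but did with fry (0.000539 and 1.58e-05), and serpins did with camera without iHSA Dox replicate A (0.0465). With genes at their bound the iHSA medians were 1.53 for the study's targets, 0.49 for SASP factors, 0.39 for collagens and 0.27 for the proteases. The difference of the Dox effects passed for the study's targets, laminins and integrins, serpins, SASP factors, proliferation genes and SWI/SNF subunits. It did not pass for collagens (camera adjusted p 0.0562), the proteases (0.105), histones (0.953) or p53 targets (0.525); of these fry passed collagens (0.0140), the proteases (0.000193) and p53 targets (0.0339). The collagen difference also passed with the replicate block (0.0441), library size alone (0.0489) and upper-quartile scaling (0.0446), and without iBRG1 Dox replicate C (0.0417) or iHSA Cont replicate B (0.0409), whereas the estimated correlation gave 0.230. The largest iBRG1 changes within lists included COL13A1 (at least 116-fold higher), MMP19 (at least 65.97-fold higher), LAMB3 (log2 fold change 7.33), GDF15 (7.36), HIST1H4H (2.45) and MCM6 (-1.46).

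**Figure D4:**
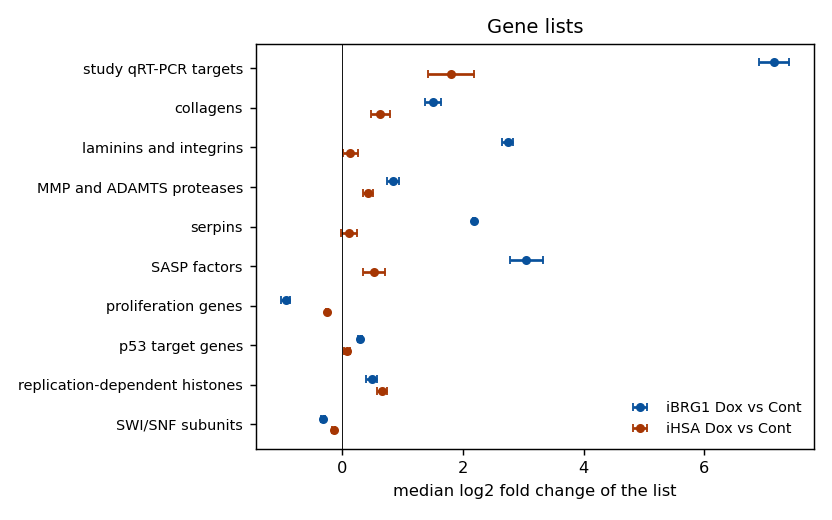
Median log2 fold change of each gene list on Dox in iBRG1 (blue) and iHSA (brown); bars are the SD over the 3 Dox libraries, each set against the mean of the Cont libraries. Proliferation genes lie below 0 in both lines, at -0.92 and -0.24.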

Values the study reported

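For cells cultured 14 d with doxycycline, the study reported 2,993 DEGs over both lines together. It reported 2,622 DEGs in iBRG1 cells and 214 in i∆HSA cells.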

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

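The tests on the deleted domain, the spread between libraries, library depth, and GC content and gene length were chosen only after the result was seen. Every result here was singled out because the Dox effect differed between the lines when the difference itself was tested.

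The difference was called for 4600 genes, and for 36 of the 42 genes chosen by the naming rule, 26 with the higher effect in iBRG1 and 10 with the lower. That rule itself took the most extreme called differences and Dox changes, so the share among named genes is not separate evidence. iBRG1 had 5.07 times as many DEGs as iHSA. The size of this ratio depends on the threshold: it was 17.4 with limma's treat test and 7.50 at an adjusted p under 0.01 and a fold over 2. It was 7.04 with the least-squares trend removed and lay between 4.41 and 6.43 in the other settings, leave-one-out fits included. The tables argue against library depth as the cause, since with every library thinned to the smallest total the ratio was 4.92, and against GC content and gene length, since with their trend removed it was 5.05. The residual spread of the iHSA libraries was 1.08 times that of iBRG1. With no test applied, 4665 of the 14200 genes with a mean of at least 1 CPM passed the 1.5-fold threshold in iBRG1 and 1501 in iHSA, a ratio of 3.11, which argues against a larger spread as the whole cause. Among the 10 splits of the 6 iBRG1 libraries, only 1, the real one, gave as many DEGs, and the next highest gave 0. In iHSA it was also 1 of the 10 splits, with 0 in the next highest, and between the Cont groups 1 of the 10 splits, with 2 DEGs in the next highest. With 10 splits the share is never under 10%, so these counts alone decide nothing. For the difference of the Dox effects, 6 of 100 splits, drawn from 200 that permute Dox and Cont within each line, gave as many DEGs, the real one included, so by this count alone the number of DEGs is not beyond what regrouping gives. All 6 were among the 8 drawn splits that kept the real iBRG1 grouping, and no split that broke it gave more than 43 DEGs. Such splits retain the large iBRG1 effect, so this count says little about iHSA.

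The difference of the SMARCA4 changes was 6.12 on the log2 scale. At equal totals it was 6.18, which argues against library depth. A swap of Dox libraries between the lines was tested with 318 genes that separate the Cont groups. All 6 Dox libraries lay on the side of their own line. Since the labelled Cont groups define the sides, this test cannot detect a swap of Cont and Dox libraries together, which stays open. Reads lost to the deleted domain would remove a part of the gene, but 99.1% of the SMARCA4 gain seen in iBRG1 was missing in iHSA. Also open, and untested, is a lower RNA output of the iHSA clone's insert, a construct sequence that the counting missed, or cells that lost induction. Protein was not analysed here. In these libraries, counted SMARCA4 RNA, clone and HSA deletion differ together. Their contributions to any difference between the lines are therefore confounded by design here. The biological effect of the deletion stays among the open explanations.

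Among gene lists, the difference of the Dox effects passed for 6. Its median was 3.96 for the study's qRT-PCR targets, 2.53 for laminins and integrins, 2.59 for serpins, 1.76 for SASP factors, -0.72 for proliferation genes and -0.29 for SWI/SNF subunits. With the correlation estimated per list the qRT-PCR targets (adjusted p 0.0720) and the SWI/SNF subunits (0.0571) did not pass.

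In opposite directions, 125 genes were DEGs in both lines, 59 higher in iBRG1 and lower in iHSA, and 66 the reverse. The number expected for independent lists was not worked out here, so these counts are not shown to exceed it. Of the 125, 16.0% had a mean under 1 CPM over all libraries. A gene high in either line passes this mean even when it is near the floor in the other. The share therefore cannot decide whether low counts are the cause. Sharing of reads with near-identical genes also stays open for members such as CBSL.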

How the results depend on the processing

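Under the other scalings, the 1 CPM filter, edgeR, DESeq2, quality weights, fits of the compared groups, the replicate block, thinning and the robust GC and length correction, the DEG and shared counts stayed within 1.5 times the reported ones, and SMARCA4 kept its direction and call. Across the 12 fits that each left out one replicate, DEGs ran from 5883 to 6271 in iBRG1, 1013 to 1184 in iHSA, 4370 to 4548 for the difference and 2665 to 3015 between the Cont groups; shared DEGs ran from 523 to 600, the median iHSA change of iBRG1-up genes from 0.20 to 0.24, and list tests past the threshold from 22 to 23. Without iBRG1 Dox replicate A, the library with the odd duration label, iBRG1 had 6117.

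The threshold moved these results by construction. At an adjusted p under 0.01 and a fold over 2 there were 2931 iBRG1, 391 iHSA, 1996 difference and 1268 Cont DEGs and 208 shared, with a median iHSA change of 0.34. With treat there were 3452, 198, 1977, 908 and 108, with a median of 0.28. Testing all genes with at least 1 count lowered that median to 0.13, with more genes near the floor tested. The iHSA SMARCA4 change, 0.69, was not called under either threshold (fold under 2; treat adjusted p of 1), nor at 0.68 among genes with at least 1 count (limma-voom adjusted p 0.962), for which the cause was not tested. Camera with the estimated correlation passed 14 list tests, against 22.

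Replicate letters did not pair the samples: deviations of same-letter libraries correlated at -0.03 to 0.05 over 18 pairs. The replicate block gave 5821 iBRG1 DEGs, 1199 in iHSA, 4458 for the difference, 2917 between Cont groups, 638 shared and 23 list tests, with the collagen difference (adjusted p 0.0441) added. It also called CRYAB and CSF1 in iHSA, and lost the calls of AC034102.2 in iBRG1, AC008894.2 in iHSA and AC119673.1 for the difference.

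Removing the GC and length trend robustly gave 6011 and 1191 DEGs. A least-squares trend, the first version tried, gave 8213 in iBRG1 with 31.9% higher, against 62.2%, and 6340 for the difference with 29.8% higher, against 59.3%. It moved the median log2 change of all genes to -0.32 in iBRG1 and -0.30 for the difference, against 0.02 and -0.01, so this split reflects its centring on the mean; it was replaced by the robust version after this was seen. The other scalings moved the median by under 0.1.

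Reversals were at results that did not pass their threshold, and for these the cause was not tested. SMARCA2 in iHSA, -0.60, became 0.22 (edgeR) and 0.21 (DESeq2), and ran from -1.72 to 0.30 across leave-one-out fits. ITIH3 in iHSA, 0.17, became -0.020 and -0.029, and ran from -0.55 to 0.85. BCL7B for the difference, 0.07, became -0.25 under the least-squares trend, where it had a limma-voom adjusted p of 0.00373. The histone test for the difference had a median of -0.145, although camera gave its direction as higher. Camera's direction changed with DESeq2 size factors (median -0.12) and in 5 leave-one-out fits, whose medians lay within -0.155 to 0.0850. Among these fits the median itself changed sign only without iBRG1 Cont replicate B (0.0850). Of the named-gene results, 39 were weaker and 12 stronger among 1006 alternative fits, and 23 weaker and 6 stronger among 828 leave-one-out fits; of the lists, 8 were weaker and 10 stronger among 180.

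Depth limits the smallest levels: of the 3765 genes higher in iBRG1, 439 had 3 counts or fewer in every iHSA library, where no iHSA change was detectable.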

Other observations

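The tests on interferon-stimulated genes, chaperones, ATF4 targets, mitochondrial mRNAs and the duration label were chosen only after the result was seen. With the correlation estimated per list, none of the 4 lists tested here passed in any contrast.

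The count here was 6050 DEGs in iBRG1. That is higher than the value quoted from the study above. In iHSA it was 1194 DEGs. That is also higher than the quoted value. Over both lines together it was 6503 DEGs. That is higher than the quoted total too. The quoted counts of the lines add up to less than the quoted total, so they may cover genes called in that line only. Counted this way there were 5309 in iBRG1 and 453 in iHSA. Both are higher than the quoted values. At an adjusted p under 0.01 and a fold over 2, all DEGs of a line, shared ones included, numbered 2931 in iBRG1 and 391 in iHSA. Of these, 208 were shared in the same direction, so the 2 counts are not of genes called in that line only.

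Interferon-stimulated genes were higher in iBRG1, with all 30 genes, SP100 among them, called and a median log2 fold change of 5.56 ± 0.22 (SD, n = 3), or 5.09 with genes at the floor set to their bound. In iHSA 1 of the 30 was called and the median was 0.38 ± 0.20 (SD, n = 3), or 0.00 at the bound. The median difference of the Dox effects was 5.09 (camera adjusted p 1.69e-11; fry 4.68e-05), which argues against Dox or culture conditions common to both lines as the cause. With the correlation estimated for the list the adjusted p was 0.181. A response to wild-type BRG1, to the RNA or protein level of the construct, or a property of the clone stay open.

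Chaperone genes were lower in iBRG1, with 20 of 28 called lower and 1 higher and a median of -0.72 ± 0.02 (SD, n = 3). The list was written after 3 of its genes were seen to fall. Without these 3 the median was -0.69 over 25 genes, and that of genes at the same level in the iHSA libraries was -0.19, with 1000 draws between -0.57 and 0.18. The gap of -0.51 argues against library composition, which would move genes of the same level alike, as the whole cause. In iHSA the median was -0.16 ± 0.02 (SD, n = 3).

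ATF4 targets tested whether doxycycline, which inhibits mitochondrial translation, may account for the 616 shared genes. The list rose in iBRG1, with a median of 1.67 ± 0.21 (SD, n = 3), but in iHSA its median was -0.24 ± 0.07 (SD, n = 3), which argues against that effect as the common cause. Mitochondrial mRNAs had medians of 0.55 in iBRG1 and -0.19 in iHSA.

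Above 2-fold, most iBRG1 calls were higher. The tables argue against genes at the floor as the whole cause, since without them 76.4% of these calls were still higher.

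The label of iBRG1 Dox A gives 14 days where those of B and C give 24 hours. Over 4522 iBRG1 DEGs the mean distance of A to B and C was 0.917 times the distance of B to C, so A was not the odd library. The paper describes 14 days of culture for its long-term RNA-seq, and the series title calls this experiment long term. The counts themselves did not settle which duration applies to the group.

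A leak of the iBRG1 construct without Dox might contribute to the 3023 DEGs between the Cont groups. Genes higher on iBRG1 induction were lower in iHSA Cont than in iBRG1 Cont, with a median of -0.18 over 2484 genes, against -0.04 in genes of like level. Selecting genes on the same Cont libraries would alone push this median above 0. A simulation of unchanged lines gave 0.25, but it left out the precision weights of limma-voom. Its spread was therefore not that of the data, and the size of this push is not known. SMARCA4 went the other way, 0.69 higher in iHSA Cont. A leak and a clone difference in these genes cannot be told apart, since a small leak could hide under a clone difference in SMARCA4 itself.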
